A study of Mus musculus with 3 samples. Its data were reported in "BNC1 deficiency-triggered ferroptosis through the NF2-YAP pathway induces primary ovarian insufficiency" (2022).

How the data were processed

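Ovaries of 8-week-old wild-type C57BL/6 J mice were profiled by ChIP-seq. The series has 3 samples, with 1 H3K4me3 immunoprecipitation, 1 input and 1 BNC1 immunoprecipitation, each assigned to its group from the antibody or title in its label. Per the labels, nuclei were sonicated and libraries were sequenced on an Illumina HiSeq platform. The study's methods describe digestion with micrococcal nuclease before sonication, an input taken before the antibodies were added, an IgG control and a BNC1 antibody from another supplier than the label names. The title of the BNC1 sample calls it treated, whereas its antibody field describes an immunoprecipitation, and it was grouped by the antibody field. The methods also refer to an earlier report for how the ChIP-seq assays were done, and cover ChIP for sequencing and for qPCR in the same section. Because the labels and the methods differ, it is not certain which protocol produced the libraries.

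The files analysed were the authors' peak lists, 1 for H3K4me3 and 1 for BNC1, each called on a single library. The aligner, the peak caller and its settings, the control library and the genome build are not stated in the labels, the file headers or the study's methods. The column names are those of tables written by MACS version 1, a peak caller for ChIP-seq. Sequence names such as those of unplaced random contigs follow the mm9 style. Per the file headers, the tags column is the count of tags inside each peak, with no normalization. The deposited p-values are on a −log10 scale multiplied by 10. The deposited fold enrichment is a linear ratio of the peak over the background that the authors' caller expected. The deposited false discovery rate is in percent. Peak width in bp was also used, and it equalled the span from start to end in all peaks. Coordinates were used as deposited, with the first base of a sequence as 1.

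Intervals were handled in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures were drawn with matplotlib 3.10.9. No peak was filtered out in the main results. A BNC1 peak was counted as overlapping when it shared at least 1 bp with an H3K4me3 peak. For the comparison with chance, BNC1 peaks were placed 10000 times at random on their own sequence with widths kept. Positions were uniform between the lowest start and the highest end of any listed peak on that sequence. Chromosome lengths and assembly gaps of the build were not used here, so placements could fall into gaps. Shares are given with 95% Wilson intervals. The fold enrichment of overlapping and other BNC1 peaks was compared by the ratio of medians, set against 10000 random relabellings. Since there is 1 library per antibody, no p-value was computed across peaks. Overlap counting was tested on simulated data before use. In 20 of 20 simulations with 2558 peaks each, all 200 planted overlaps were found. In simulations with uniform placement, the number of overlaps lay inside the central 95% of random placements in 19 of 20, with a median fold of 0.982.

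Peak density per chromosome was the number of peaks divided by the position of the last listed peak in Mb. A background index was computed for each peak as tags per kb of width divided by fold enrichment. It follows the caller's expected background only up to a constant and also depends on the shape of the peak, because the numerator of the deposited fold enrichment is not stated. The index was summarised by chromosome where both lists had at least 20 peaks, and in windows of 10 Mb. Correlations across chromosomes were Pearson's r and Spearman's rho, with two-sided permutation tests of 100000 permutations and Benjamini-Hochberg adjustment over 4 relations. r was computed again without the 2 chromosomes farthest from the median of the measure on the x axis. The relations across chromosomes, the index and the windows were not among the comparisons set before the data were examined.

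Peaks named in the text are the 5 BNC1 peaks of highest fold enrichment on chromosomes 1 to 19 and X and the 3 H3K4me3 peaks of highest fold enrichment, by a rule set before the data were examined. That rule also called for the 5 highest BNC1 peaks that were at a promoter and overlapped H3K4me3. Promoters could not be placed, so the 5 highest among all overlapping BNC1 peaks were named, a choice made after the values were seen. The peaks with the strongest p-values and the intervals on chromosomes 9, 12 and 15 were likewise chosen after their values were seen.

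Comparisons that need gene positions were left out. The gene table at hand is of the GRCm38.p6 assembly, a different build from that of the lists, and coordinates were not converted between builds. The shares of peaks at promoters and their folds over random placement, the number of the 15 genes on a list fixed beforehand (*Nf2* and *Yap1* among them) with a BNC1 peak nearby, and the distance from *Nf2* to its nearest BNC1 peak were therefore not analysed here. Assembly gaps, which the planned placements would have avoided, were not used for the same reason. Alternatives covered the sequences included, merging of peaks within 1 kb and a p-value 10 times stricter. They also covered the part of each list with the highest fold enrichment, the overlap counted as shared, the placement and the score compared.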

Results

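To map where the zinc finger protein BNC1 (basonuclin 1) binds in the mouse ovary, chromatin immunoprecipitation with sequencing (ChIP-seq) was performed on ovaries of 8-week-old wild-type C57BL/6 J mice. The series comprised 3 libraries. In the first, chromatin was pulled down with an antibody against BNC1. In another, it was pulled down with an antibody against H3K4me3, a histone modification found mainly at active promoters. The remaining library was input DNA, which is chromatin sequenced without an antibody. Each kind of library was represented by 1 sample, so none of the differences below has a replicate check. A peak list was analysed for each of the 2 antibodies. No list of the input library was analysed here. A peak is a stretch of genome with more sequenced fragments (tags) than the caller expected from the local background. The tag counts, fold enrichments, p-values and false discovery rates of single peaks are the authors' own.

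The lists were first compared in size. The H3K4me3 list held 9929 peaks on 24 sequences and covered 4785396 bp. The BNC1 list held 2578 peaks on 25 sequences and covered 424471 bp. Of these, 9919 H3K4me3 peaks and 2558 BNC1 peaks lay on chromosomes 1 to 19 and X. The total sequencing depth of each library is unknown, and the depth visible in the lists is the tags inside peaks. These amounted to 617686 tags for H3K4me3 and 45704 tags for BNC1. In the BNC1 list, 12871 tags fell in 7 peaks on the mitochondrial genome, a share of 28.2% (95% Wilson interval 27.8 to 28.6%). The H3K4me3 list held no mitochondrial peak. Intervals given here cover counting error only, since reads without molecular identifiers are not independent molecules.

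Peaks of the 2 antibodies differed in width and in the number of tags behind them. The median H3K4me3 peak was 388 bp wide (interquartile range 297 to 538 bp) and held 45 tags (33 to 67). The median BNC1 peak was 153 bp wide (142 to 163 bp) and held 8 tags (8 to 10). No BNC1 peak had fewer than 8 tags, and 1330 of the 2578 peaks, or 51.6% (Wilson interval 49.7 to 53.5%), sat at exactly that number. Peaks with 10 tags or fewer made up 84.6% of the BNC1 list (83.2 to 86.0%). The smallest H3K4me3 peak held 16 tags. Fold enrichment over the background had a median of 8.37 (7.75 to 10.04) for BNC1 and 7.28 (6.17 to 8.46) for H3K4me3. The higher BNC1 median does not show stronger enrichment, because peaks with few tags pass a p-value floor only at a high fold.

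The strength of each peak was listed as 10 × −log10 of its p-value, so that larger values are stronger. This value had a median of 78.93 in the H3K4me3 list and started at 50.01. In the BNC1 list it had a median of 43.64 and started at 40.01. The lists therefore had different p-value floors, and peak numbers were compared again at the stricter one. At or past 50.01, 399 BNC1 peaks were left, which is 15.5% of the list (Wilson interval 14.1 to 16.9%). These had a median of 11 tags and a median fold enrichment of 9.56. In proportion to the list, this moved a peak count farther than any other setting tried. The median false discovery rate was 0.17% for H3K4me3 and 0.87% for BNC1, with maxima of 0.75% and 1.29%.

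**Figure D1:**
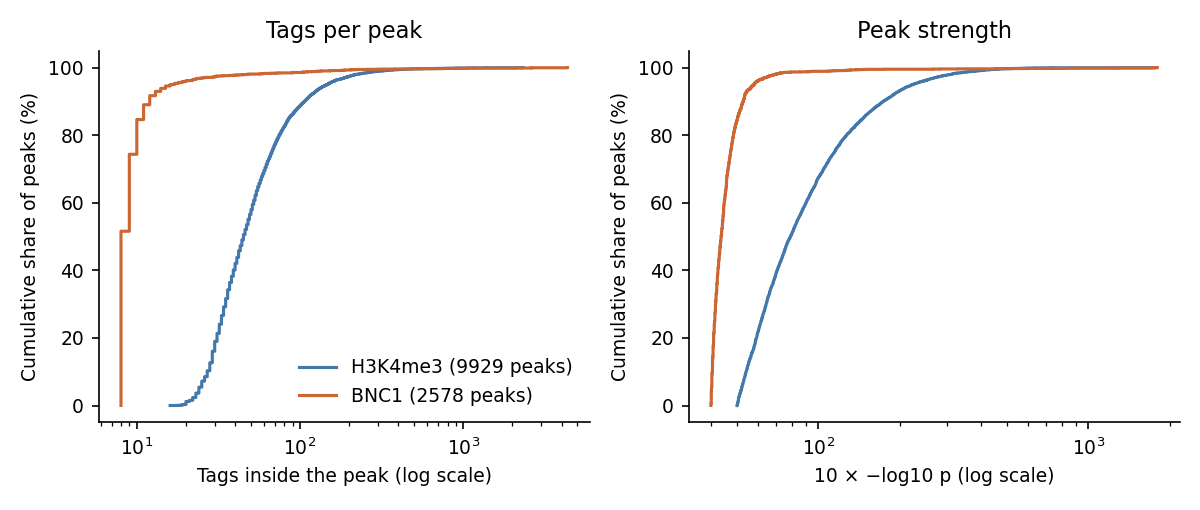
Cumulative share of peaks (%) against the tags inside a peak (left, log scale) and against 10 × −log10 p (right, log scale), with 9929 H3K4me3 peaks in blue and 2578 BNC1 peaks in orange. The BNC1 curve starts at 8 tags, where it already holds 51.6% of peaks, and the H3K4me3 curve starts at 16 tags and has its median at 45.

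To determine whether BNC1 bound at sites of active promoter chromatin, the overlap between the lists was counted. Of the 2578 BNC1 peaks, 36 shared at least 1 bp with an H3K4me3 peak, a share of 1.40% (Wilson interval 1.01 to 1.93%). In the other direction, 37 of the 9929 H3K4me3 peaks, or 0.373% (0.270 to 0.513%), touched a BNC1 peak. For comparison, all BNC1 peaks were moved to random positions on their own chromosomes 10000 times. The random placements gave a mean of 8.53 overlapping peaks, with a central 95% range of 3 to 15 and a maximum of 22. The observed number was thus 4.22-fold the random mean, and 0 of the 10000 placements reached it. When peak edges up to 1 kb apart were also counted as shared, the number rose to 89 BNC1 peaks, or 3.45% (2.81 to 4.23%), and the fold over random placement was 3.12. Of all settings tried, keeping the 1289 BNC1 and 4964 H3K4me3 peaks of highest fold enrichment moved the fold over random placement most. It rose to 8.35, from 15 overlapping peaks. These placements describe the lists at hand and are not a test between conditions.

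**Figure D2:**
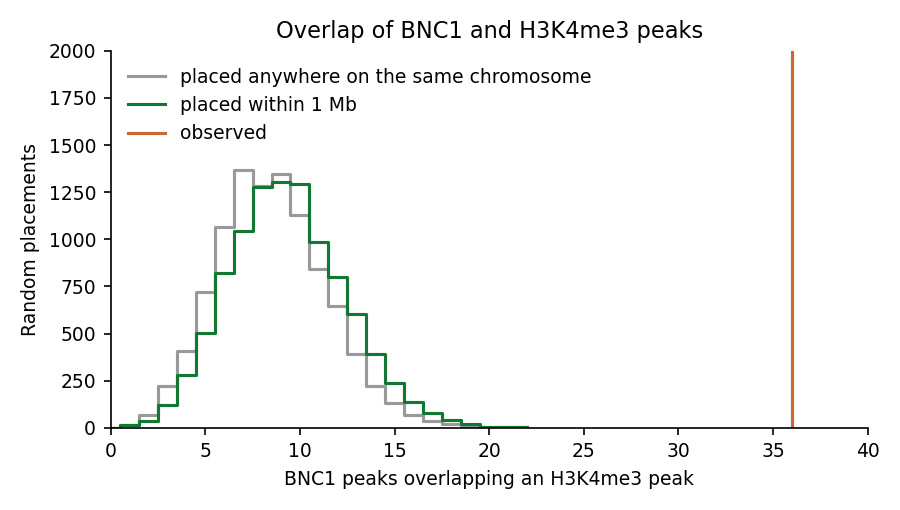
Number of random placements (vertical axis) that gave each number of BNC1 peaks overlapping an H3K4me3 peak (horizontal axis), with 10000 placements anywhere on the same chromosome in grey and 10000 within 1 Mb of each peak in green. The observed 36 peaks, drawn as an orange line, lie beyond the highest placement of either kind, which was 22.

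Whether BNC1 peaks that overlapped H3K4me3 were stronger than the others was asked next. The median fold enrichment was 8.37 for the 36 overlapping peaks (interquartile range 7.08 to 10.04) and also 8.37 for the 2542 others (7.75 to 10.04). Their ratio of 1 lay inside the central 95% of 10000 random relabellings, which ran from 0.992 to 1.09. Since 685 BNC1 peaks share the value 8.37, both medians are tied to it and the ratio could hardly move. With the p-value in place of the fold enrichment, the ratio was 0.994 and again inside the range. The number of tags differed, with a median of 9.5 in overlapping peaks and 8 in the others. That ratio of 1.19 was above the relabelling range of 1 to 1.125.

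Single peaks are given with the coordinates of the lists, whose genome build is not stated and whose sequence names follow the mm9 style. Because no annotation of that build was used here, the genes at these positions are not named, and the *Nf2* promoter, for which the study asked about BNC1 binding, was not located. The BNC1 peak with the highest fold enrichment was on chromosome 5 from 138018882 to 138019020. It held 70 tags at 84.81-fold enrichment, with a 10 × −log10 p of 831.67, and its nearest H3K4me3 peak was 36381 bp away. The next was on chromosome 1 from 12634846 to 12634937, with 11 tags and a fold enrichment of 18.41. It lay within an H3K4me3 peak that ran from 12634826 to 12635030 and had 23 tags and a fold enrichment of 12.15. The other 3 of the top 5 were on chromosome 8 from 46214362 to 46214495 (15.06-fold), on chromosome 5 from 108700742 to 108700922 (13.39-fold) and on chromosome 1 from 153952405 to 153952586 (13.39-fold). They held 10, 13 and 12 tags, and none overlapped an H3K4me3 peak.

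Among BNC1 peaks that overlapped H3K4me3, the chromosome 1 peak above had the highest fold enrichment. It was followed by a peak on chromosome 5 from 3596656 to 3596786 (12.6-fold, 11 tags) and another on the same chromosome from 107508261 to 107508442 (11.71-fold, 13 tags). A peak on chromosome 8 from 71258891 to 71259024 had 8 tags and an 11.71-fold enrichment. The H3K4me3 peak around it, from 71258433 to 71259491, was the strongest partner of the 5, with 181 tags and a fold enrichment of 13.84. The fifth peak, on chromosome 5 from 138217288 to 138217421, had 8 tags and an 11.07-fold enrichment. In the H3K4me3 list, the highest fold enrichment was 16.7, at a 48-tag peak on chromosome 5 from 150481184 to 150481494. The following peaks were on chromosome 5 from 102498468 to 102498948 (15.59-fold, 76 tags) and on chromosome 1 from 192802624 to 192803072 (15.12-fold, 69 tags).

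Ranking by p-value in place of fold enrichment gave other peaks. Of the 15 BNC1 peaks with the strongest p-values, 5 were on the mitochondrial genome, 3 on chromosome 9 and 2 on chromosome 2. Their median fold enrichment was 4.19, below the list median of 8.37. The strongest lay on the mitochondrial genome from 2 to 1633, with 2628 tags, a 10 × −log10 p of 1803.85 and a fold enrichment of 2.08. Only 1 of these 15 peaks, the 84.81-fold peak on chromosome 5, exceeded 10-fold enrichment. The strongest p-value of the H3K4me3 list belonged to a peak on chromosome 15 from 61361753 to 61365605, with 1759 tags, a 10 × −log10 p of 1766.51 and a fold enrichment of 6.67.

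The distribution of peaks over the chromosomes was then examined. Density was taken as peaks per Mb up to the last listed peak of a chromosome. It averaged 3.77 peaks per Mb for H3K4me3 and 0.972 for BNC1. The H3K4me3 density was highest on chromosome 19 (9.78 per Mb), chromosome 11 (8.70) and chromosome 15 (7.46). Among chromosomes 1 to 19 it was lowest on chromosome 18 (0.990), a 9.88-fold range. The BNC1 density was highest on chromosome 8 (2.18 per Mb), chromosome 9 (2.03) and chromosome 19 (1.78), and among chromosomes 1 to 19 lowest on chromosome 18 (0.234), a 9.33-fold range. Chromosome X had 2 H3K4me3 peaks and 6 BNC1 peaks. At the average density, 627 and 162 peaks would have been listed there.

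**Figure D3:**
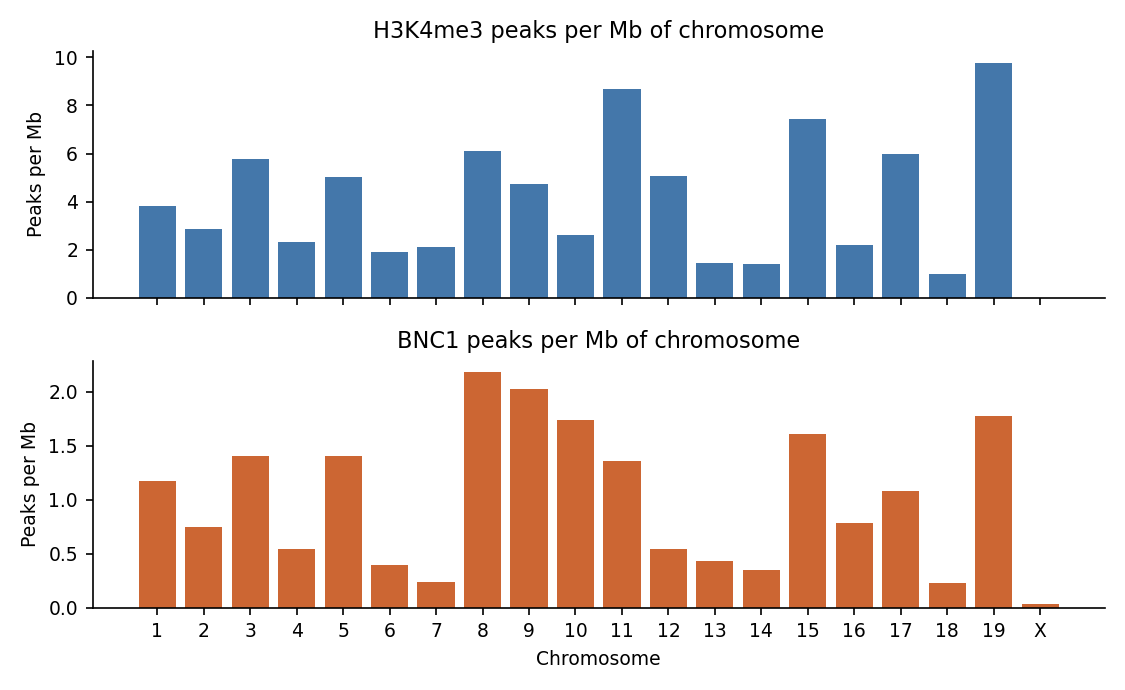
Peaks per Mb (vertical axes) on chromosomes 1 to 19 and X (horizontal axis) in the H3K4me3 list (top, blue bars) and in the BNC1 list (bottom, orange bars). H3K4me3 ranges from 9.78 per Mb on chromosome 19 to 0.990 on chromosome 18, and BNC1 from 2.18 on chromosome 8 to 0.234 on chromosome 18, with chromosome X lower still at 2 H3K4me3 and 6 BNC1 peaks.

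Chromosomes dense in one list tended to be dense in the other. Across the 20 chromosomes, Pearson's r was 0.738 (two-sided permutation p = 0.00029, adjusted p = 0.00058) and Spearman's rho was 0.80 (p = 6e-05, adjusted p = 0.00012). Without chromosomes 11 and 19, whose H3K4me3 density was farthest from the median, r was 0.757. Chromosomes within a library are not replicates, so these values describe the 2 lists only. The p-values were adjusted by the Benjamini-Hochberg method over 4 relations. Of the settings tried, leaving out chromosome X moved rho most, to 0.767. Chromosome 10 departed from the relation, with 66.6 BNC1 peaks per 100 H3K4me3 peaks, against 10.8 on chromosome 12 and 11.1 on chromosome 7.

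The other relations concerned the background of the peaks, expressed as tags per kb of peak divided by fold enrichment. This index had a median of 16.1 in the H3K4me3 list (interquartile range 13.8 to 19.2) and 6.64 in the BNC1 list (6.06 to 7.71). Across the 19 chromosomes with at least 20 peaks in each list, H3K4me3 density rose with the H3K4me3 index (r = 0.785, p = 9e-05, adjusted p = 0.00036; rho = 0.888, p = 2e-05, adjusted p = 8e-05). Without chromosomes 15 and 19, r was 0.874. BNC1 density also rose with the H3K4me3 index (r = 0.574, p = 0.0058, adjusted p = 0.0058; rho = 0.667, p = 0.0023, adjusted p = 0.0023), and r was 0.620 without chromosomes 15 and 19. The BNC1 index rose with the H3K4me3 index (r = 0.768, p = 0.00072, adjusted p = 0.00096; rho = 0.742, p = 0.00046, adjusted p = 0.00061). In that relation r fell to 0.461 without chromosomes 15 and 19, so its Pearson correlation rested largely on them. The control library of each list is not stated. If the input served as control for both lists, both indices would share its coverage. The relation between the indices would then be partly built in, so it is no independent agreement of the antibodies.

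The index was not even along chromosomes. On chromosome 15 between 50 and 80 Mb, the 384 H3K4me3 peaks had a median index of 31.4, which is 1.95 times the list median, and a median of 150.5 tags. Of the 5 windows of 10 Mb before this stretch, 4 were also above the upper quartile of the list, with median indices of 20.6, 22.7, 22.3 and 21.1, and the window from 20 to 30 Mb had 15.4. Beyond 80 Mb on the same chromosome, 108 peaks had a median index of 13.6 and a median of 33 tags. On chromosome 9 the median index was 27.7 between 10 and 20 Mb, 17.7 between 20 and 30 Mb, 27.2 between 30 and 40 Mb and 13.8 between 50 and 100 Mb. BNC1 peaks numbered 49, 11 and 69 in the first 3 of these intervals. The first 10 Mb of chromosome 9, with an index of 17.0, held 54. Of these, 29 began below 3.1 Mb, and the median BNC1 index of the 54 was 96.6. Only 35 BNC1 peaks were listed in the 50 Mb-long interval from 50 to 100 Mb. These intervals were chosen after their values were seen.

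**Figure D4:**
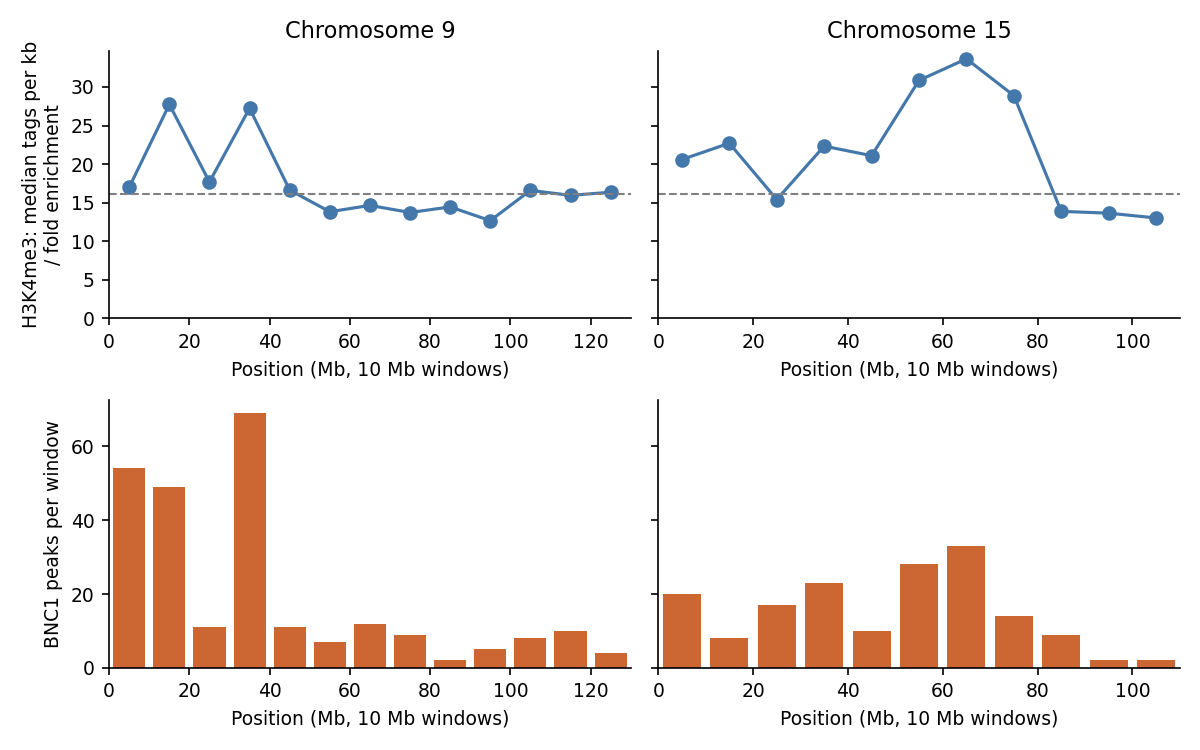
Median H3K4me3 tags per kb divided by fold enrichment (top, blue points) and BNC1 peaks (bottom, orange bars) in 10 Mb windows along chromosomes 9 and 15, with position in Mb on the horizontal axes and the H3K4me3 list median of 16.1 as a dashed line. The index is highest between 50 and 80 Mb on chromosome 15, where it is also above the dashed line in 4 of the 5 windows before 50 Mb. On chromosome 9 it is raised in the windows from 10 to 20 and from 30 to 40 Mb, where 49 and 69 BNC1 peaks were listed. The first 10 Mb of chromosome 9 held 54 BNC1 peaks at an index of 17.0, and 29 of these began below 3.1 Mb.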

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

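Alternatives were set before the data were examined, except the common p-value floor for both lists, placement within 100 kb and all alternatives of the density relation, which were chosen after seeing the data. Of 27 recomputed values, 23 kept their direction and their side of the range or stayed within their interval or within 1.5 times the main count, 3 moved further and 1 passed a threshold that the main value had not. None reversed.

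The BNC1 peak count was 2578 in the main setting, 2558 on chromosomes 1 to 19 and X and 2548 after merging peaks within 1 kb, but 399 at a p-value 10 times below the weakest listed. The same step left 7736 of the 9929 H3K4me3 peaks. In the BNC1 list 84.6% of peaks held 10 tags or fewer. The cause of the drop was not tested, and the depth of the libraries is unknown. The H3K4me3 count was 9919 on chromosomes 1 to 19 and X and 7713 after merging.

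The share of BNC1 peaks overlapping H3K4me3 was 1.40% in the main setting and moved to 3.45% with peak edges within 1 kb. It moved to 2.76% (Wilson interval 1.55 to 4.87%) for BNC1 peaks past the H3K4me3 p-value floor, where 11 of 399 peaks overlapped. The cause was not tested. The other alternatives gave 1.16 to 1.41%. The fold over random placement was 4.22 and ranged from 3.12 to 8.35 under 7 alternatives. In each of them the observed number lay above the central 95% of placements. Placement within 1 Mb gave 3.85 and placement within 100 kb gave 3.53.

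The ratio of median fold enrichment between overlapping and other BNC1 peaks was 1 and stayed inside the relabelling range with the p-value as the score, on chromosomes 1 to 19 and X, and with a 50% overlap or peak edges within 1 kb. Because 685 BNC1 peaks share the value 8.37, the median fold enrichment could hardly move, and the settings that keep fold enrichment as the score show no stability. With tags as the score it was 1.19, above the range. The cause was not tested. The rank correlation of peak density across chromosomes (Spearman) was 0.80 in the main setting. It was 0.767 without chromosome X, 0.794 without BNC1 peaks near H3K4me3 peaks, 0.80 without the few peaks of high background, whose removal could hardly move it, and 0.768 for BNC1 peaks past the H3K4me3 floor, with permutation p-values from 6e-05 to 0.00023.

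Not run were placement matched to the distance from a transcription start site and all alternatives of the promoter shares and folds, of the gene list and of the distance to *Nf2*, since no gene positions of the lists' build were used.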

Other observations

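Of the tests below, those for peaks called at the same sites, for collapsed repeats in the density relation, for peak width, for isolated repeats and for local placement were set before their results were seen, and all others were chosen afterwards. The series has 1 tissue and 1 genotype with 1 library per antibody, so no biological explanation was tested for any pattern.

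Peaks of 2 different antibodies were dense on the same chromosomes, and near absent from chromosome X, with 2 H3K4me3 and 6 BNC1 peaks. A first explanation is that both lists hold the same sites. Without the 254 BNC1 peaks within 10 kb of an H3K4me3 peak, rho across chromosomes was 0.794, close to the 0.80 of all peaks, so shared sites did not account for it. Collapsed repeats, meaning sequences with more copies in the genome than in the assembly, were addressed by removing 69 BNC1 and 27 H3K4me3 peaks whose background index was over 3 times the list median. The rank correlation was then again 0.80, but so few peaks were removed that the ranks could hardly move, and the pattern cannot be told apart from collapsed repeats by this test. A further possibility is that some peaks are simply missing from the lists for certain chromosomes. In that case the background index of the remaining peaks would not follow peak density, but it rose with density at a rho of 0.888 across 19 chromosomes. This test says nothing about chromosome X, which has too few peaks for it.

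Another candidate explanation, not separated from collapsed repeats, is that the libraries held unequal amounts of DNA from different chromosomal regions. Extra DNA would raise the tags of every peak in a region and let more peaks pass a fixed p-value, whichever antibody is used. If so, BNC1 peaks should be more numerous where the H3K4me3 index is high. Over 233 windows of 10 Mb with at least 5 H3K4me3 peaks, rho between the 2 measures was 0.497. Chromosome X has only 2 H3K4me3 peaks, so none of these windows lay on it. The near absence of peaks from that chromosome was therefore not tested here. Shifting one measure along these windows gave −0.346 to 0.478, and of 233 shifts only the real alignment was as large. The shifts skipped windows with fewer H3K4me3 peaks. BNC1 density also rose with the H3K4me3 index across chromosomes of the same lists (rho = 0.667), so the windows are no separate check. The relation is in line with this explanation but does not separate it from other regional properties. Gene density and GC content were not used here, and both can raise peak numbers over wide regions.

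The same question arises at finer scale on chromosome 15 between 50 and 80 Mb, where the background index of H3K4me3 peaks was 1.95 times the list median. Peaks were wide there (median 946.5 bp), and width alone could raise the index. Among 4454 peaks of 300 to 500 bp, however, the 49 in this stretch still had 1.62 times the median index. Isolated repeats would raise a few peaks, and 86.2% of the 384 peaks exceeded the upper quartile of the list. The stretch was chosen for its raised median, so that share could hardly have been low and the pattern cannot be told apart from repeats by this test. A raised control library alone would hide peaks, whereas H3K4me3 peaks per window in this stretch were 5.33 times those of the median window. On chromosome 9 the windows from 10 to 20 and from 30 to 40 Mb had only 1.46 and 2.25 times the median window. Those from 20 to 30 and from 40 to 50 Mb held more H3K4me3 peaks, with 58 and 57 against 35 and 54, and the first 10 Mb held fewer, with 13. A raised control was therefore not excluded on chromosome 9. In the chromosome 15 stretch BNC1 peaks were also 3.57 times as many per window as in the median window, as unequal DNA content would give. Its windows held 28, 33 and 14 BNC1 peaks at indices of 30.8, 33.6 and 28.9. The windows from 0 to 50 Mb held, in order, 20, 8, 17, 23 and 10 at 20.6, 22.7, 15.4, 22.3 and 21.1. Among these earlier windows the highest index went with the fewest BNC1 peaks, and the lowest index with 17. On chromosome 9 the index went from 27.7 to 17.7 and back to 27.2 in 3 neighbouring windows while BNC1 peaks went from 49 to 11 and to 69. H3K4me3 peaks did not follow, with 35, 58 and 54 in these windows, which goes against an excess of peaks for both antibodies. The first 10 Mb of chromosome 9 also departed, with 54 BNC1 peaks at an index of 17.0. However, 29 of these began below 3.1 Mb, and the median BNC1 index of this window was 96.6, against 6.64 in the BNC1 list. Much of the count thus came from a short stretch at the start, so this window bears only weakly on the explanation.

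Several regions departed from this explanation, against which the values 0.497 and 3.57 have to be read. Of the 233 windows, 13 had an index above the upper quartile of the list, and 3 of these had no more BNC1 peaks than the median window. At the distal end of chromosome 12, from 100 to 120 Mb, 238 H3K4me3 peaks had a raised index of 21.2, yet only 4 BNC1 peaks were listed. The first 10 Mb of chromosome 19 had 178 H3K4me3 peaks at an index of 20.7 and 8 BNC1 peaks, against 7 in the median window. Chromosome 10 had 225 BNC1 peaks, 66.6 per 100 H3K4me3 peaks, although its H3K4me3 index of 13.8 was below the list median. If DNA content differed between regions, it may therefore have differed between the libraries too. Unequal copy number is unexpected in wild-type ovary, and a mixed or mislabelled sample could not be tested from peak lists. Coverage of the input library along chromosomes 9, 10, 12, 15 and X, not analysed here, would test the hypothesis directly.

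The fold enrichments of the BNC1 list repeated on a regular step. Of all values, 57.6% were whole multiples of 1.6735 within rounding, against 0.717% by chance. The multiples 5 (685 peaks), 6 (450) and 4 (199) were the commonest. This is consistent with a single genome-wide background for most BNC1 peaks, so that fold enrichment counts the tags piled up at the summit. Under that reading, most BNC1 peaks rest on 4 to 6 overlapping tags, and a fold of 8.37 is the value at 5 tags. On chromosome 15 only 26.5% of values lay on the step, against 84.4% on chromosome 10. The H3K4me3 list had 14.0% of values on a step of 0.7685 (chance 1.56%). The step was found in the same values that were then counted, so the comparison with chance favours a match.

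The BNC1 peaks with the strongest p-values had low fold enrichment. Their median background index was 35.0 times the list median, and 14 of these 15 peaks were over 3 times it. They included 5 mitochondrial peaks, 2 near 98.5 Mb of chromosome 2 and 2 on random contigs, which are sequences without a fixed place in the assembly. Another 2 were near the start of chromosome 9, where 29 BNC1 peaks of the whole list began below 3.1 Mb. The index has fold enrichment in its denominator, so peaks with strong p-values and low fold enrichment necessarily have a high index, and the value 35.0 is no separate test. The index could therefore neither show nor exclude collapsed repeats and multicopy DNA. A ranking by p-value placed these loci first, and a ranking by fold enrichment did not, except for the 84.81-fold peak on chromosome 5.

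The overlap between BNC1 and H3K4me3 peaks exceeded random placement, which might reflect clustering of both lists in the same regions. When each BNC1 peak was placed within 1 Mb of its own position, the fold over random placement was 3.85, against 4.22 for placement anywhere on the chromosome. Regional clustering at that scale thus accounted for little of the excess. Local features such as open chromatin or mappability were not tested, and 2542 of the 2578 BNC1 peaks had no H3K4me3 peak at their position.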
